A study of Drosophila melanogaster with 3 samples.

How the data were processed

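Embryos of the fruit fly Drosophila melanogaster were dissociated and cells carrying a GFP reporter were sorted by flow cytometry, per the labels' protocols. The vas-GFP reporter marks germ cells, and the 2 sexed libraries came from embryos that also carried Sxl-GFP. The counts hold no feature named GFP, so neither reporter could be checked in them. One droplet library was made per group with 10x Genomics Chromium single-cell kits. The unsexed library covered 0 to 8 h of development and used kit version 2, and the female and male libraries covered 5 to 8 h and used kit version 3, per the labels. Kit version therefore differed between the unsexed and the sexed libraries and cannot be told apart from group there, whereas the female and male libraries shared a version.

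The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and cell, made by the authors. They were written by 10x software, per the file headers, and the genome build and annotation are not stated in the labels or headers. The matrices hold whole numbers, and total UMIs were 58378567 for 3810 unsexed cells, 109431813 for 10386 female cells and 47345241 for 6756 male cells. The dense count tables that the authors also deposited for the female and male libraries hold nearly all of the same cells at greater depth, together with barcodes absent from the matrices. The reason for the difference in depth is not stated. The choice of the matrices over these tables was made after both were seen, and the tables were used as an alternative. Mitochondrial genes held 1.79% of UMIs in the unsexed library and 0 UMIs in both sexed libraries although 38 such genes are listed there. They were therefore left out of all CPM values, and the filter on mitochondrial UMIs could act on the unsexed library alone.

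Cells with at least 1000 UMIs, at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 26 unsexed, 389 female and 5 male cells, and 5 of 6687 male cells (0.0748%) is too few for a working caller. For this reason, after these numbers were seen, the highest-scoring cells were removed at a rate of 0.8% per 1000 cells in every library, which took out 114 unsexed, 845 female and 358 male cells. Cells were clustered within each library on log-normalised values (2000 variable genes, 30 principal components, 15 nearest neighbours, leidenalg 0.10.2 at resolution 1). Clusters were named from marker lists fixed before the data were examined, by the mean log2 level of a type's markers over the median of all clusters with 10 CPM added. This way of scoring was set after the data were seen. A name needed at least 3 detected markers, no more markers of another type than of its own among the 10 leading genes, and a mean log2 level of at least 1. This last limit was set after the clusters were seen and left 1 male cluster of 18 cells without a name. One unsexed cluster of 215 cells (5.88% of cells) scored highest for germ cells but had a marker of another type and none of its own among its leading genes. It stayed without a name and entered neither class, a choice made after it was seen. Cells of the remaining clusters are called other cells.

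UMIs were summed over the cells of a class in each library and scaled by their total to CPM. With 1 library per group there is no replicate, no test was run and no p-value is given. UMI sums carry exact Poisson intervals, shares exact Clopper-Pearson binomial intervals and ratios of 2 sums exact conditional intervals, all at 95% and all covering counting error only. Medians over genes carry the range from 200 Poisson redraws of every UMI sum, moved so that the median redraw equals the observed value, which was decided after the first redraws missed it. Log2 ratios use CPM plus a pseudocount of 1. Genes were called female-higher or male-higher at a CPM ratio of at least 2 among genes with at least 20 CPM in 1 of the libraries and at least 100 UMIs over both. Genes were called late-higher or early-higher at a ratio of at least 4 among genes with at least 20 CPM in 1 of the bins and at least 50 UMIs over both.

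Stage bins were made within each library by ranking germ-cell-like cells on the share of their UMIs from 7 maternal transcripts. These were pgc, gcl, osk, bcd, nos, orb and CycB. The ranked cells were divided into 4 bins of equal cell number. The bin with the highest share is called early and the bin with the lowest late, and the 7 genes were left out of every result. In the early bins of the female and male libraries CycB led the list, at 3199 and 2966 CPM. There pgc stood at 714 and 840 CPM, so the ranking of the sexed libraries weighed CycB most. In the unsexed early bin pgc led, at 3702 CPM against 2247 CPM of CycB. The transcript bcd did not fall there, with 0.637 CPM early and 2.77 CPM late. Named genes were fixed by rule beforehand. Between female and male libraries these are the 5 highest and 5 lowest ratios among called genes and a list of sex determination genes. For stage these are the 5 highest and 5 lowest ratios among called genes that moved the same way in the female and male libraries, and vas, ovo, zpg, bgcn, stg, piwi, aub and tud.

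Chromosomes were taken from the Ensembl annotation of BDGP6 by gene identifier, which matched 17398 of 17509 unsexed and 17626 of 17753 sexed library genes. The build behind the counts is unstated, so no coordinates are printed. The median of X-linked genes was placed among 10000 random gene lists of the same size matched on mean expression in 10 bins. Calculations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Tested on simulated counts with 200 changed genes, the female against male step recovered 200 over 5053 genes and the late against early step recovered 200 over 4456 genes, each with 0 false calls. The simulated changes lay well past the fold limits, in genes above the size filter, with counting noise alone. This outcome was nearly fixed in advance, so it checks the calculation and does not measure the accuracy of the calls reported. The TMM factors computed here matched those of edgeR 4.0.16.

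Alternatives fixed before the data were examined covered the UMI minimum, doublets, clustering resolution, a per-cell germ rule, equal weight per cell, the size filter, TMM scaling, matched stage distributions, removal of genes with more CPM in other cells, thinning of each cell to a fixed number of UMIs (2000, set after the depths were seen), the stage ranking, the number of bins and the fold limits. The following 4 were added after the data were seen: the automatic doublet threshold, the dense tables, the unnamed cluster taken as germ cells and folds with a pseudocount.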

Results

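Single-cell transcriptomes of sorted embryonic cells were collected from 3 groups of Drosophila melanogaster, with 1 library in each. The unsexed library covered 0 to 8 h of development and the female and male libraries covered 5 to 8 h. The matrices held 58378567 UMIs in the unsexed, 109431813 in the female and 47345241 in the male library, with medians of 16212.5, 8041.5 and 6893 UMIs per cell. After filtering and doublet removal, 3657 unsexed, 9430 female and 6329 male cells remained. There was 1 library per group, so no difference below has a replicate check, and every interval covers counting error only.

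The first question was how much of each sort consisted of germ cells. Germ-cell-like clusters held 3023 of the 3657 unsexed cells, a share of 82.7% (exact binomial interval 81.4 to 83.9%). The share was 11.3% in the female library (1067 cells, 10.7 to 12.0%) and 76.8% in the male library (4863 cells, 75.8 to 77.9%). The male share moved most under another setting, to 49.8% when a cell had to show at least 3 of 7 germ genes. Median depth was 18432 UMIs in female and 7449 UMIs in male germ-cell-like cells, and 6913 and 3475 UMIs in other cells. Summed UMIs over germ-cell-like cells came to 50464132 in the unsexed, 19851996 in the female and 37261092 in the male library.

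Genes of known sex-specific use were compared in the other cells to check the sex labels. The RNA roX2, a part of the male dosage compensation complex, stood at 23.7 CPM in the female library (Poisson interval 22.6 to 24.9) and 76.2 CPM in the male library (69.6 to 83.3). Its partner roX1 stood at 1044 CPM in female cells and 1636 CPM in male cells, a female to male ratio of 0.638 (0.625 to 0.652). Transcripts of msl-2 were at 11.2 CPM in female and 23.1 CPM in male cells. Sxl was at 414 CPM in female cells (410 to 419) and 274 CPM in male cells (261 to 287). All 4 genes thus differed in the direction of the labels, and roX1 was abundant in both libraries. The embryos carried Sxl-GFP, which could not be checked in the counts.

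Female and male germ-cell-like cells were compared to ask which transcripts differ between the sexes at 5 to 8 h. Of 5107 genes past the size filter, 21 were at least 2-fold higher in the female library and 2 in the male library. Of the 21, 19 were X-linked. The count of female-higher genes moved most with the fold limit, to 412 at 1.5-fold. The gene with the largest female excess was the ribosomal RNA precursor pre-rRNA:CR45845 (FBgn0267505, on the rDNA scaffold), at 243 CPM in female and 32.2 CPM in male cells. The X-linked gene Ubi-p5E (FBgn0086558) was 2.30-fold higher in female cells (2.21 to 2.38), at 318 against 139 CPM. Pat1 (FBgn0029878, X) was 2.33-fold higher (2.15 to 2.53), lncRNA:CR34335 (FBgn0267910, X) 2.25-fold higher (2.22 to 2.28) and Rab3-GEF (FBgn0030613, X) 2.34-fold higher (2.03 to 2.70). Under the per-cell germ rule the log2 ratio of Rab3-GEF was 0.60, below the 2-fold limit. The precursor, Ubi-p5E, Pat1 and lncRNA:CR34335 each had more CPM in the other cells of at least 1 library than in its germ-cell-like cells. In the annotation, lncRNA:CR34335 overlaps DIP-alpha on the same strand, and Pat1 and Rab3-GEF overlap genes on the opposite strand, so their counts are uncertain. Of the 21 female-higher genes, 10 had more CPM in the other cells of the female library than in its germ-cell-like cells. The 2 male-higher genes were pre-rRNA:CR45847 (FBgn0267507, rDNA scaffold), at 4.89 CPM in female and 187 CPM in male cells, and Su(Ste):CR42418 (FBgn0259849, on an unplaced scaffold), at 1.21 and 33.8 CPM. Ribosomal RNA precursors and Su(Ste) genes are repeated many times in the genome, so the level of a single copy is uncertain.

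Dosage of the X chromosome was compared with that of the autosomes over the same genes. In germ-cell-like cells the median log2 female to male ratio was 0.54 over 911 X-linked genes and -0.092 over 4153 autosomal genes, a difference of 0.63 (range of redraws 0.63 to 0.64). The ratio was above 0 for 98.1% of the X-linked and 24.6% of the autosomal genes. The X-linked median lay above all 10000 random lists matched on expression, whose highest median was -0.027. Leaving out genes with more CPM in other cells moved the difference most, to 0.60. In the other cells the X-linked median was 0.10 over 794 genes and the autosomal median was -0.085 over 3785 genes, a difference of 0.19 (0.18 to 0.20). TMM scaling shifted log2 ratios by 0.042 in germ-cell-like cells and by 0.16 in other cells, and gave 30 female-higher and 2 male-higher genes in germ-cell-like cells. The per-cell germ rule raised the difference in other cells to 0.53. It also lowered the male germ-cell-like share from 76.8% to 49.8%. Cells of germ-cell-like clusters may therefore have entered the other cells, and the 0.53 cannot be read as a value of the same class. The gap between the germ-cell-like and the other cells was not tested.

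**Figure D1:**
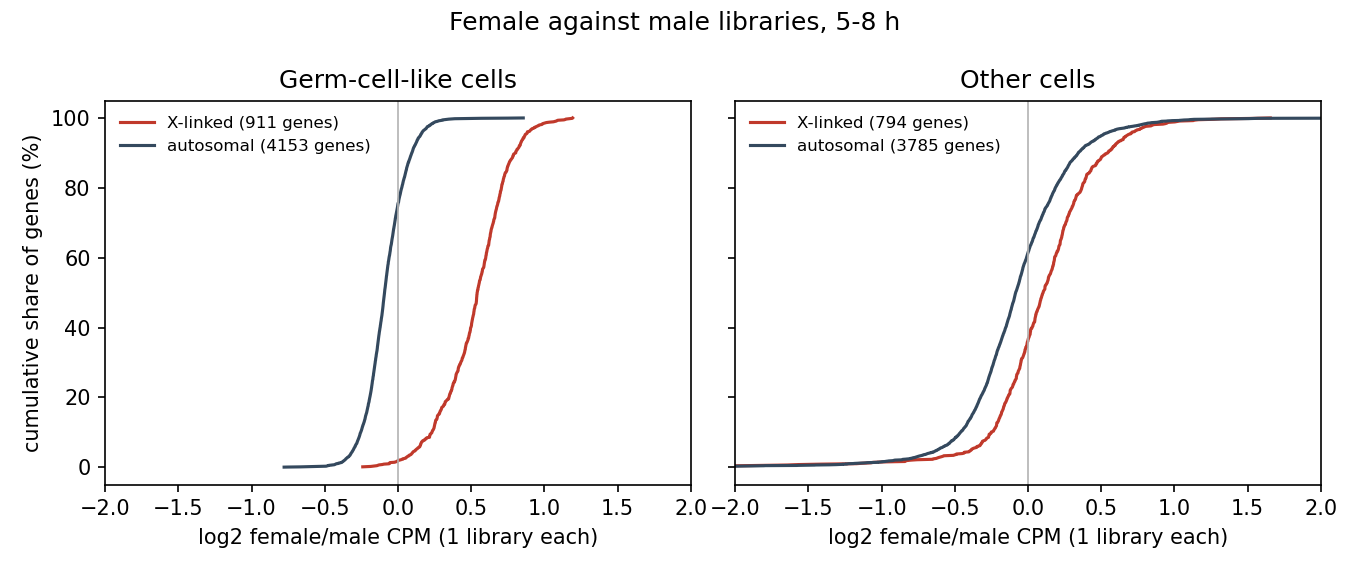
Cumulative share of genes (vertical axis, %) against the log2 female to male CPM ratio (horizontal axis) in germ-cell-like cells (left) and other cells (right), with 1 library per sex, each line a set of X-linked or autosomal genes and ratios beyond the axis not drawn. The X-linked line lies to the right of the autosomal line in germ-cell-like cells, with medians of 0.54 and -0.092, and lies closer to it in other cells, with medians of 0.10 and -0.085.

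Known regulators of sex determination, dosage compensation and JAK-STAT signalling were examined as a fixed list of 27 genes. In germ-cell-like cells 17 of them passed the size filter and 0 of these reached a 2-fold difference. The 9 X-linked genes among them had log2 ratios from 0.16 for snf to 0.72 for Sxl. The 8 autosomal genes had ratios from -0.30 for msl-3 to 0.22 for vir. Under the per-cell germ rule 4 genes of the list passed a log2 ratio of 1, namely roX1 at 2.13, Socs36E at 1.99, upd1 at 1.75 and Sxl at 1.37, and the ratios of tra and tra2 changed from -0.038 and -0.21 to 0.41 and 0.29. Sxl stood at 130 CPM in female germ-cell-like cells (Poisson interval 125 to 136) and at 78.8 CPM in male ones (76.0 to 81.7), against 414 and 274 CPM in other cells. Phf7 stood at 44.1 and 28.1 CPM, and at 7.68 and 11.2 CPM in other cells. The receptor gene dome was at 122 CPM in female and 76.4 CPM in male germ-cell-like cells, and Stat92E at 111 and 113 CPM. The female to male ratio of roX1 in germ-cell-like cells was 1.21 (1.14 to 1.27), at 116 and 96.6 CPM, far below its level in other cells. With doublets kept its log2 ratio was 0.66 in place of 0.27, so RNA from other cells limits this value. The ratio of roX2 was 0.590 (0.472 to 0.733) at 5.54 and 9.39 CPM. No difference was detectable at this depth for msl-2, whose ratio was 1.11 (0.873 to 1.42), or for escl, at 1.18 (0.929 to 1.496). Socs36E, below the size filter, stood at 13.1 CPM in female and 10.7 CPM in male germ-cell-like cells, and at 224 and 163 CPM in other cells. For dsx only 9 female and 29 male UMIs were counted, and for upd3 0 and 4, so neither could be compared.

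The unsexed library was divided by stage to ask which transcripts change as RNA of the maternal list is lost. The early bin held 756 cells with a median 0.605% of UMIs from the maternal list, and the late bin 755 cells with 0.0372%. The transcript pgc, a germ plasm RNA, fell from 3702 CPM in the early bin to 15.4 CPM in the late bin by construction. Among 4931 genes past the size filter, 207 were at least 4-fold higher in the late bin and 242 in the early bin, so 46.1% of calls were late-higher. TMM scaling shifted log2 ratios by -0.25 and gave 152 late-higher and 313 early-higher genes, or 32.7% late-higher. The fold limit moved the counts most, to 750 late-higher and 703 early-higher genes at 2-fold. Of the late-higher genes 199 rose in the bins of both sexed libraries, and 200 of the early-higher genes fell in both. This agreement was counted by direction alone, at any size of change. At the same 4-fold limit the female bins gave 12 late-higher and 94 early-higher genes. The male bins gave 6 and 64.

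The 5 largest late excesses with the same direction in the sexed libraries were in TfIIA-S-2, RpS10a, karr, RpS19b and RpL37b. TfIIA-S-2 (FBgn0040338, X) rose 213-fold (exact interval 91.0 to 657), from 0.398 to 84.8 CPM. RpS10a (FBgn0027494, 3R) rose 78.3-fold (56.7 to 111) and karr (FBgn0040784, X) 77.6-fold (47.6 to 136). RpS19b (FBgn0039129, 3R) rose 73.2-fold (45.5 to 126) and RpL37b (FBgn0034822, 2R) 62.1-fold (41.9 to 96.3). The 3 ribosomal protein genes have close paralogs, and RpS10a overlaps tau on the opposite strand, so their counts are uncertain. The 5 largest early excesses were in CG15876, amos, sisA, halo and CG13465. CG15876 (FBgn0035569, 3L), which overlaps RhoGEF64C on the opposite strand, was 641-fold higher early (250 to 2356) and amos (FBgn0003270, 2L) 639-fold higher (218 to 3099), both with wide intervals because few UMIs remained in the late bin. The ratio was 204 for sisA (FBgn0003411, X; 121 to 374), 196 for halo (FBgn0001174, 2L; 119 to 351) and 156 for CG13465 (FBgn0040809, 3L; 104 to 247). CG13465 stood at 726 CPM in the other cells, above its 284 CPM in the early bin, and under the per-cell germ rule its log2 ratio was -3.48, against -6.66 with cells taken by cluster. Among the genes listed beforehand, vas was 2.52-fold higher late (2.37 to 2.68), from 115.1 to 290 CPM. It overlaps solo on the same strand, as bgcn does Pym, so both counts are uncertain. The gene bgcn rose 29.0-fold (17.1 to 53.6), from 1.12 to 32.4 CPM, and stg fell by 2.08 on the log2 scale, with 1539 CPM in the other cells. The change of stg was under 4-fold with 2 bins, where it fell by 1.55, and with cells ranked by a principal component, where it fell by 1.86. The late to early ratio was 1.37 for aub, 1.54 for tud, 0.707 for piwi, 0.912 for ovo and 0.972 for zpg. The interval of zpg, 0.939 to 1.01, included no change, whereas TMM scaling gave zpg a log2 ratio of -0.29.

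X-linked genes were compared with autosomal genes along the same axis. In the unsexed library the median log2 late to early ratio was -0.018 for 842 X-linked and 0.13 for 4057 autosomal genes, a difference of -0.15 (range of redraws -0.17 to -0.13). Of 10000 matched random lists, 0 had a lower median. A size filter of 5 CPM brought the difference closest to 0, at -0.072.

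Change with stage was compared across libraries by Spearman correlation across genes, which are not independent replicates. The correlation was 0.742 between the unsexed and female libraries over 4630 genes, 0.748 between the unsexed and male libraries over 4610 genes and 0.891 between the female and male libraries over 5007 genes. A size filter of 50 CPM moved the first pair most, to 0.797, and the second to 0.791, and ranking by pgc and gcl alone moved the last to 0.802. In that ranking 39.4% of female and 54.8% of male cells were tied at 0, so the late bins held tied cells alone.

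**Figure D2:**
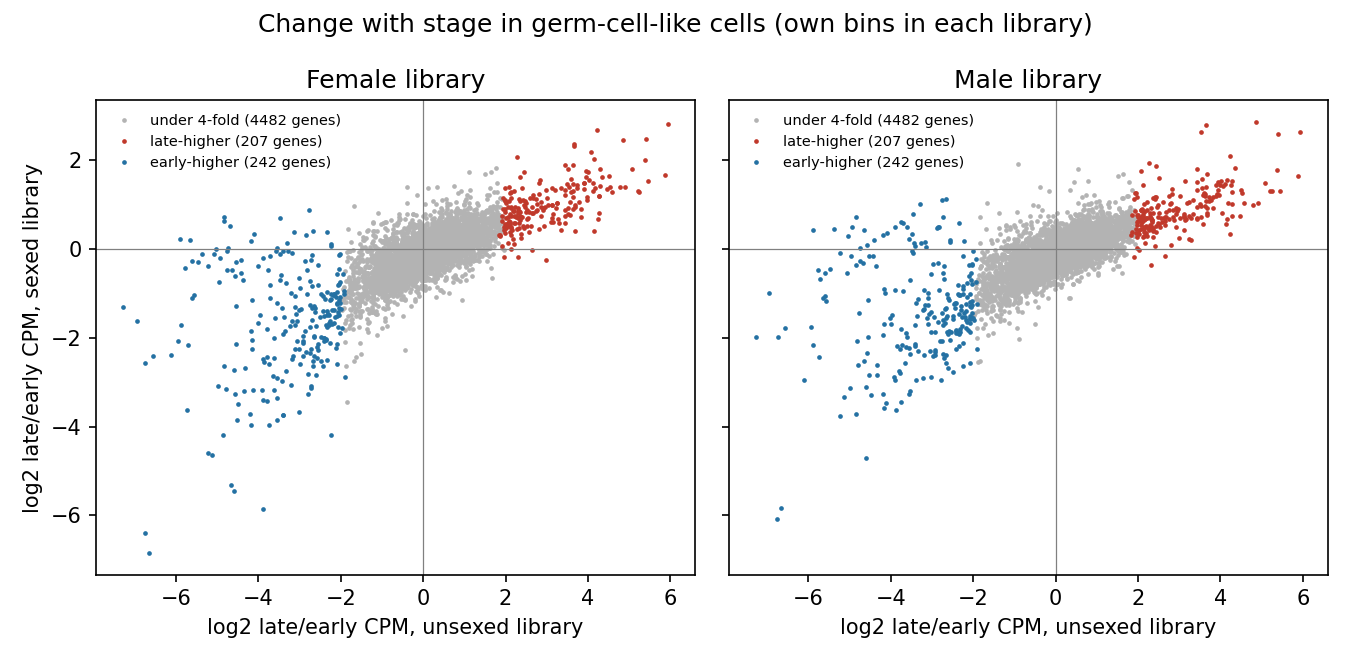
Log2 late to early CPM ratio of each gene in the female library (left, vertical axis) and the male library (right, vertical axis) against that in the unsexed library (horizontal axis), with 1 point per gene and each library divided into its own bins. The 207 late-higher and 242 early-higher genes of the unsexed library are coloured, of which 199 and 200 moved the same way, at any size, in both sexed libraries.

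Female and male germ-cell-like cells were compared for stage. After thinning to 2000 UMIs per cell, which left out 11 female and 13 male cells, the median share of maternal-list UMIs was 0.1% in both libraries. Without thinning the medians were 0.0827% in female and 0.0884% in male cells. Over all UMIs the share was 0.155% in female cells (binomial interval 0.154 to 0.157%) and 0.157% in male cells (0.156 to 0.159%), so a difference on the whole list was not detectable at this depth. For pgc and gcl alone the thinned median was 0% in both libraries, but over all UMIs their share was 0.0222% in female cells (0.0216 to 0.0229%) and 0.0258% in male cells (0.0253 to 0.0263%). These intervals, for counting error in 1 library per sex, did not overlap. The unthinned medians, 0.00513% in female and 0% in male cells, lie at the limit set by single UMIs and are not comparable between libraries of different depth.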

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

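The test on barcodes outside the male matrix was chosen after its result was seen, and the ranking of the sexed libraries by pgc and gcl alone was not planned beforehand for the trend of X-linked genes.

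X-linked genes moved in opposite directions with stage in the sexed libraries, a difference between the groups that was not tested, since each has 1 library. The median log2 late to early ratio of X-linked genes minus that of autosomal genes was 0.14 in female germ-cell-like cells and -0.17 in male ones, a gap of 0.31. Depth differed between these libraries, but with every cell thinned to 2000 UMIs the gap between female and male was 0.34. Free RNA from other cells, which made up most of the female library, could add somatic transcripts, but over the genes without more CPM in other cells the gap was 0.33. With cells ranked by a principal component fitted on the other part of the genes in place of the maternal list, the gap was 0.38. The signs stayed opposite under these 3 changes. Ranking by pgc and gcl alone gave 0.082 in female and -0.14 in male cells, a gap of 0.22, but with 39.4% of female and 54.8% of male cells tied at 0 the late bins held tied cells alone, and this gap decides nothing. A biological candidate explanation is that zygotic transcription from 2 X chromosomes in females and 1 in males replaces a shared maternal pool. This remains a hypothesis found on the same data, and differences between the 2 libraries other than sex stay open. In unsexed germ-cell-like cells the same difference was -0.15, near the male value. Their Y-linked level, 7.49 CPM, lay between the female 0.504 CPM and the male 20.1 CPM. For mixed sexes the hypothesis would place the difference between the female and male values, which was not seen clearly. The unsexed library covered 0 to 8 h with another kit version, so it does not decide the question.

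Barcodes that occur only in the dense table of the male library held germ cell transcripts. Of 466 such barcodes, 373 had at least 2000 UMIs, and after thinning 6 of them showed at least 3 of the 7 germ genes, a share of 1.61% (exact interval 0.593 to 3.47%). In the other cells of the same library 1 of 1466 did (0.0682%, 0.00173 to 0.379%), and in its germ-cell-like cells 16.0% did. The interval of these barcodes lay above the share of the other cells, which were themselves chosen by cluster. Free RNA would give both the same share only if it made up an equal part of their UMIs. That part was not measured. Before thinning the barcodes were shallower, at a median of 4247 UMIs against 8808.5 in the other cells. Free RNA can make up more of a shallower droplet, so the test cannot tell it from germ cells. In the female library 0 of 559 such barcodes with enough UMIs did, which allows a share of up to 0.658% by the exact interval. Whether some of the male barcodes are germ cells stays open, and at 1.61% against 16.0% they would be a small part of them. No biological explanation was tested.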

How the results depend on the processing

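Among the named genes, which alone were recomputed one by one, those past a fold limit kept their sign under the alternatives that were run, but Rab3-GEF under the per-cell rule and stg with 2 bins or a principal component fell below their limits, and some ratios near 0, such as those of tra and tra2, did change sign. The X minus autosome differences kept their direction. The X minus autosome difference between female and male germ-cell-like cells stayed between 0.60 and 0.64 over 14 alternatives (13 of which changed its value at all), that in other cells between 0.18 and 0.53 over 11 (10), and that with stage between -0.19 and -0.072 over 16. TMM scaling moves all genes nearly alike and so says little about these differences. The alternatives with automatic doublets, dense tables, the unnamed cluster or folds with a pseudocount were chosen after the data were seen.

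Counts of genes followed the limits by construction. At a size filter of 50 CPM there were 10 female-higher, 1 male-higher, 97 late-higher and 143 early-higher genes, and at 5 CPM 59, 8, 474 and 369. At lower fold limits there were 412 female-higher and 11 male-higher genes (1.5-fold) and 750 late-higher and 703 early-higher genes (2-fold). Dividing cells into 2 bins gave 80 late-higher and 118 early-higher genes. Leaving out genes with more CPM in other cells left 8 of the 21 female-higher genes, by removing the rest from the genes compared. The female-higher count was 67 with doublets kept and 53 with cells thinned, and the cause was not tested. The per-cell germ rule gave 303 female-higher and 6 male-higher genes, and the cause was not tested.

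The germ-cell-like share of the unsexed library was 89.9% at 2000 UMIs per cell, 88.7% with doublets kept, 87.0% and 86.7% at resolutions 0.5 and 2, 85.8% by the per-cell rule and 88.5% with the unnamed cluster counted in. The female share was 12.2% with doublets kept, 12.9% by the per-cell rule and 10.6% in the dense tables. The male share was 79.3% at 2000 UMIs, 78.1% with automatic doublets, 49.8% by the per-cell rule and 72.0% in the dense tables. Causes were not tested, although at equal depth the per-cell rule passed similar shares of female and male germ-cell-like cells.

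The X minus autosome difference in germ-cell-like cells was 0.62 with cells weighted equally, 0.60 without genes that had more CPM in other cells, 0.62 by the per-cell rule, 0.62 with matched stage distributions and 0.60 at 50 CPM. In other cells it was 0.53 by the per-cell rule, where that class may hold cells of germ-cell-like clusters, and 0.21 at 50 CPM. With stage it was -0.081 with 2 bins, -0.13 at resolution 0.5, -0.12 with pgc and gcl alone, -0.19 without genes that had more CPM in other cells, -0.072 at 5 CPM and -0.12 at 50 CPM. Causes were not tested.

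The correlation of stage changes between unsexed and female, unsexed and male, and female and male libraries was 0.797, 0.791 and 0.915 at 50 CPM and 0.708, 0.722 and 0.802 with pgc and gcl alone, where the late bins of the sexed libraries held cells tied at 0. With the unnamed cluster counted in, the first pair gave 0.748 and the second 0.755, and the dense tables gave 0.911 for the last. By pgc and gcl alone the median thinned share was 0% in both sexed libraries, since 2000 UMIs per cell are too few to measure 2 low transcripts. Over the genes named by rule, including the fixed lists, 868 log2 ratios were recomputed. Other genes in the text, such as RpL22-like, RpS5b, RpLP0-like, h, eve and tll, were not recomputed. Of these, 294 equalled the reported value, mostly under filters and fold limits that cannot alter a gene's ratio, and say nothing about stability. Of the 574 that changed, 494 stayed within their counting interval and 80 left it.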

Other observations

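The tests on the X-linked excess by class of gene, on male cells as a source of roX1 and on the markers of other cell types were chosen after the result was seen. The free RNA test on the X-linked excess was planned as an alternative, and what it would mean for that explanation was set down after its value was seen.

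The X-linked excess in female germ-cell-like cells was set against 3 technical explanations. Over the genes without more CPM in other cells the X minus autosome difference was 0.60, with cells thinned to one depth 0.63 and with matched stage distributions 0.62, so none of the 3 accounts for most of the 0.63 observed. The difference was 0.44, 0.63, 0.70 and 0.74 from the earliest to the latest bins, which is the opposite trend of X-linked genes in the sexed libraries seen another way and no further evidence. A separate test took classes of genes from the unsexed library. Genes at least 2-fold higher late in the unsexed library, which took no part in the sex comparison, had a difference of 0.82 with 98 X-linked genes (0.76 to 0.85 on resampling genes), against 0.51 with the 105 that were at least 2-fold lower late (0.46 to 0.55). These values are consistent with maternal RNA, shared by both sexes, masking part of a difference in X dose. Whether the difference in other cells, 0.19, is smaller because of dosage compensation or of cell composition was not tested.

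The RNA roX1 was abundant in the other cells of the female library, at 1044 CPM. Y-linked UMIs in other cells were 0.163 CPM in the female library (12 UMIs) and 1.89 CPM in the male library (12 UMIs), so male cells would make up 8.66% of the female other cells (exact interval 3.56 to 21.1%). Male cells at that share would bring 142 CPM of roX1, and 345 CPM at the upper limit, below the observed level. The share taken from germ-cell-like cells instead, with 10 female and 749 male Y-linked UMIs, was 2.51% (1.20 to 4.63%), which at the roX1 level of male other cells would bring 41.0 CPM to the female other cells. Male cells in the female library are therefore an unlikely source of most of the roX1. Expression in female somatic cells stays open and was not tested.

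Copies of ribosomal protein genes rose in late unsexed germ-cell-like cells. Of 14 copy and partner pairs, 10 copies passed the size filter and 4 rose at least 4-fold (RpL37b, RpS19b, RpS10a and RpL22-like), with a median log2 change of 5.40. Reads shared with the partners could only follow the partners, whose median change was 0.088 and whose highest was 0.14 for these 4. TMM scaling shifts log2 ratios by -0.25, which turns the partners' change negative and leaves the 4 copies risen. The other 6 copies past the filter, such as RpS5b at -0.0018 and RpLP0-like at 0.78, rose less than 4-fold, so the rise did not extend to all copies.

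Markers of other cell types, from the fixed lists, stood among the early-higher genes in 13 cases, of which 9 had more CPM in the other cells than in the early bin. Free RNA in the suspension is a candidate explanation for their presence. It was assumed, not measured, to reach early and late droplets of this library alike, at median depths of 16467.5 and 17277 UMIs. The late level would then be its upper limit in the early bin. The late level was at most 16.9% of the early level over the 13 markers, with a median of 5.41%, a share that the 4-fold rule already bounds. The markers were taken from genes already called early-higher, so this share cannot decide whether free RNA made the early excess. Free RNA stays open as a source. Over all 242 early-higher genes 53 had more CPM in the other cells than in the early bin. The patterning genes h, eve and tll, picked after their values were seen, fell from 727, 28.7 and 149 CPM in the early bin to 14.3, 0.396 and 1.43 CPM in the late bin. Cells of other types joined to early germ cells in a droplet stay open and were not tested.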
